A study of Mus musculus with 12 samples.

How the data were processed

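Total RNA and ribosome-protected fragments of B16 cells, a mouse melanoma line, were measured in 12 libraries made with the TruSeq Ribo Profile (Mammalian) kit, per the labels' protocols. The cells had been transduced with lentivirus carrying a non-relevant shRNA or 1 shRNA against Elp3. The deposited table holds whole-number counts of reads per gene symbol for all 12 libraries, not normalized. Per the submitters' processing notes, bcl2fastq, Bowtie, TopHat2 2.1.1 and HTSeq were used with the mouse build mm10. The gene annotation, the strand setting, whether footprints were counted over coding sequence or whole exons, and the removal of ribosomal RNA are not given in the sources used here. Reads from antisense, overlapping or near-identical genes may therefore be mixed, and a footprint count can include fragments that are not from ribosomes.

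Groups came from the labels, with 3 libraries per fraction and shRNA. The labels letter the replicates A to C and tie each RPF library to a total RNA library, and nothing says that the cultures were independent transductions, so p-values measure the spread between these cultures. The table has 24421 genes, of which 24313 were matched in a RefSeq table of the same build and 20547 are protein coding. It has 0 mitochondrially encoded genes, so that list of the 24 could not be tested. Total counts ran from 7619269 to 16527864, and protein-coding genes took 93.4 to 96.3% of RNA counts and 97.2 to 98.5% of RPF counts. No pair of libraries was alike within sampling noise: the chi-square per degree of freedom was 8.70 or more in every pair of one group, and reached 229 for control RNA A and C.

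Genes were kept with filterByExpr (minimum count 10) within a fraction, and for TE in both fractions. Libraries were scaled by TMM, and the shElp3 effect was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. TE was tested as the interaction of fraction and shRNA in one model over the 12 libraries. The SE of a log2 fold change is its size divided by the root of the F statistic. CPM values are given as mean ± SD over 3 libraries. Before the data were examined, 24 gene lists were fixed and were tested, where 3 or more members passed the filter, with camera in limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2), adjusted over the lists of a comparison. Camera with an estimated correlation and fry were run as alternatives, where camera sets a list against the other genes and fry sets it against no change. Lists covered the Elongator complex, U34 modification, genes tied to ELP3 or U34 enzymes in earlier work, stress responses, the translation machinery, respiration, melanoma states, glycolysis, p53, the cell cycle, interferon, cholesterol, NRF2, proteasome and lysosome, and markers of macrophages and leukocytes, fibroblasts and epithelium.

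The genes named were chosen by a rule set beforehand: Elp3, the 8 largest increases and 8 largest decreases among called genes with a mean log2 CPM of at least 3 and groups that do not overlap (unnamed Gm and Rik symbols left out), up to 4 called members of each list by adjusted p, and up to 2 members of a list with none called, given as values. All members of the list tied to ELP3 or U34 enzymes could be named. Some genes that the rule picks are not reported here.

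Whether the letters pair the samples was checked from the correlation, across genes, of deviations from the group means. In RNA same-letter libraries of the 2 shRNAs had r of 0.807 (A), 0.423 (B) and 0.582 (C), and in TE 0.763, 0.460 and 0.487, but letters B and C correlated as much with each other across shRNAs (0.688 and 0.579 in RNA, 0.513 and 0.582 in TE). The values thus set letter A apart from B and C and do not show that B and C are separate pairs, and the blocked values are given beside the RNA and TE results that they change. In RPF they were 0.328, -0.107 and 0.215, so the letters were not taken to pair the RPF samples.

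The same functions were tested on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold, drawn with the means, library sizes and dispersions of these libraries. In the RNA comparison (12274 genes) 0% and 46% were recovered with 1 false call of 47, in RPF (11343 genes) 31% and 92% with 8 of 131, and in TE (11238 genes) 2% and 46% with 4 of 52. Camera called the shifted list and 0 of 20 unshifted lists in each. The simulation holds no difference between letters, and the settings it was drawn from hold no correlation between genes. The camera result there does not show how often lists of correlated genes would be called. Alternatives were DESeq2 1.42.0, other size factors, other count filters, replicate blocks, leaving out each library, leaving out the 20 most abundant genes, and, for TE, limma voom with quality weights and separate fits. A planned test of codon content against TE was not run, since coding sequences were not used here. Figures were drawn with matplotlib 3.10.9.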

Results

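Ribosome-protected fragments (RPF), the short stretches of mRNA that a translating ribosome shields from nuclease, were sequenced beside total RNA from B16 mouse melanoma cells. The cells carried a lentiviral shRNA of no relevant target (shControl) or 1 shRNA against Elp3 (shElp3). Elp3 is the catalytic subunit of Elongator, the complex that begins the modification of the wobble uridine (U34) of a set of tRNAs. Each of the 4 groups held 3 libraries, lettered A, B and C, and each RPF library is tied in the labels to the total RNA library of the same shRNA and letter, which makes 6 cultures. Total counts were 7914369 to 16527864 per RNA library and 7619269 to 10998570 per RPF library. The letter A libraries stood apart from the others, except in the shElp3 RPF group. Within the control RNA group the Spearman correlation across genes was 0.895 and 0.888 for A with B and C, and 0.993 for B with C. In the shElp3 RNA group it was 0.941 and 0.949 against 0.987, and in the control RPF group 0.939 and 0.945 against 0.992, while the 3 shElp3 RPF libraries lay between 0.980 and 0.991.

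The targeted gene was examined first. Elp3 (chromosome 14, 65530446 to 65593112, mm10) had a counts-per-million (CPM) value of 78.8 ± 13.3 (SD, n = 3) in control RNA and 37.5 ± 3.42 in shElp3 RNA, with no overlap between the groups. Its log2 fold change was -1.08 (SE 0.22), which leaves 47.5% of the control level. The edgeR adjusted p over all genes was 0.083 in the fit of all 6 libraries without a block, so the change was not called there. It was called with the replicate letter as a block (log2 fold change -1.07, adjusted p = 0.00098). It was also called by DESeq2 (-1.11, 0.00069) and by edgeR with letters B and C only (-1.01, 0.00017). In the footprints Elp3 fell from 105 ± 11.4 to 55.2 ± 5.86 CPM (SD, n = 3), a log2 fold change of -0.93 (SE 0.15, edgeR adjusted p = 0.025). That call ended when shControl B (adjusted p = 0.069), shControl C (0.078), shElp3 A (0.136), shElp3 B (0.134) or shElp3 C (0.110) was left out, at log2 fold changes of -1.005 to -0.845. The RNA change was called without shControl A (adjusted p = 0.043). The other 5 members of the Elongator list were not called in either fraction, with or without the letter block in RNA.

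**Figure D1:**
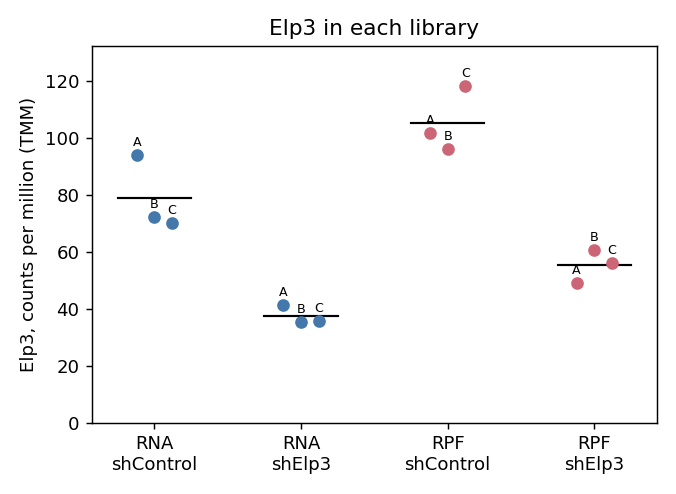
Elp3 abundance in CPM scaled by TMM (vertical axis) in each of the 12 libraries, grouped by fraction and shRNA, where each point is a library marked with its letter and each bar is the mean of 3. Control RNA libraries lie between 70.1 and 94.1 and shElp3 RNA libraries between 35.5 and 41.4; control RPF libraries lie between 96.3 and 118.2 and shElp3 RPF libraries between 49.0 and 60.7.

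Total RNA was compared between shElp3 and shControl to ask which transcripts differ in abundance. The clearest group was that of cell cycle and DNA replication genes, where 22 of 39 tested members fell and none rose, with a median log2 fold change of -2.15. All 39 values lay below 0, 36 members passed when adjusted over the list alone, and 37 fell with the letter block. Cdc20, the activator of the anaphase-promoting complex, fell from 36.0 ± 3.38 to 4.72 ± 0.38 CPM (SD, n = 3; log2 fold change -2.97, SE 0.23, edgeR adjusted p = 0.016). The mitotic cyclins Ccnb2 (-2.86) and Ccnb1 (-2.51) and the mitotic kinase Aurka (-2.70) fell as well. Among genes with a mean log2 CPM of at least 3, the largest decreases included the spindle-associated Dlgap5 (-3.11, SE 0.30), the helicase Pif1 (-3.05), cyclin Ccna2 (-2.99), the mitotic kinesin Kif20a (-2.98) and the kinetochore genes Ndc80 (-2.96) and Nuf2 (-2.92). Genes of the cholesterol list, under the transcription factor SREBP2, had a median of -1.08, with 24 of 24 values below 0, 3 members called, 14 called when adjusted over the list alone and 17 called with the letter block. Among them Fdft1 fell from 72.0 ± 14.8 to 22.8 ± 3.03 CPM (log2 fold change -1.66, SE 0.25, edgeR adjusted p = 0.029) and Hmgcs1 fell by 1.47 on the log2 scale.

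Increases in total RNA were fewer, and no member of a fixed list was called higher over all 6 libraries without a block. The lists that rose as sets, p53 targets, lysosome genes and fibroblast markers, are given below. Among genes with a mean log2 CPM of at least 3 the largest were in the ATP-gated channel P2rx3 (2.88, SE 0.46), the succinate receptor Sucnr1 (2.61), the glutathione-degrading Ggt1 (2.07), the receptor Notch3 (1.94) and the metalloproteinase Mmp15 (1.90), followed by Tmem150a (1.68), Hemk1 (1.62) and Neurl3 (1.45). In all, 140 of 12274 tested genes were called by edgeR, 27 higher and 113 lower in shElp3. With the replicate letter as a block the count was 1499 (670 higher, 829 lower), all 140 among them, and with letters B and C only it was 2377. Without shControl A it was 540, and without any other single RNA library (shControl B or C, shElp3 A, B or C) it was 0.

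The cell cycle and cholesterol lists were called as sets in total RNA (camera adjusted p = 2.7e-42 and 1.7e-15), and lost the call with an estimated correlation (adjusted p = 0.202 for each). The mean change of the cell cycle list was -1.81, -2.31 and -1.84 within letters A, B and C, and that of the cholesterol list was -1.24, -1.15 and -0.94. Leaving out any 1 library ended neither call.

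A further 8 lists were called in total RNA with smaller shifts, and none of them kept its call with an estimated correlation (adjusted p of 0.613 to 0.866). Translation factors fell as a set (median -0.31, camera adjusted p = 0.0019), as did cytosolic heat shock genes (-0.44, 0.0019), glycolysis and HIF1 targets (-0.42, 0.0024), ribosomal proteins (-0.31, 0.038) and melanocyte genes (-0.23, 0.046). Targets of p53 rose as a set (median 0.22, camera adjusted p = 0.029), as did lysosome and autophagy genes (0.18, 0.046) and the 6 tested fibroblast markers (0.72, 0.046). Among the members of these 8 lists Pmel was the only gene called by edgeR over all 6 libraries without a block. Pmel, the structural protein of the melanosome fibril, fell from 1928 ± 155 to 640 ± 58.5 CPM (log2 fold change -1.59, SE 0.26, edgeR adjusted p = 0.040). With the letter block 6 translation factors, 3 glycolysis genes, 3 heat shock genes and 3 melanocyte genes were called lower, and 5 p53 targets, 3 lysosome genes, 3 fibroblast markers and 1 melanocyte gene higher. Several of the list shifts differed by letter. Ribosomal protein mRNAs shifted by -0.63 within letter A, -0.03 within B and 0.05 within C, and glycolysis genes by -0.72, -0.10 and -0.15. The p53 targets shifted by -0.10 within A, 0.76 within B and 0.54 within C, and melanocyte genes by -0.04, -0.45 and -0.27. Lysosome genes shifted by 0.01, 0.29 and 0.36, translation factors by -0.54, -0.15 and -0.26, heat shock genes by -0.71, -0.21 and -0.59, and fibroblast markers by 0.69, 0.61 and 0.45. With letters B and C only, ribosomal proteins (camera adjusted p = 0.833, opposite direction), glycolysis (0.247) and fibroblast markers (0.090) were not called. The translation factor (0.012), heat shock (0.014), p53 (1.1e-06), lysosome (0.00045) and melanocyte (0.0048) sets kept their calls. In that fit 15 p53 targets were called higher, 9 lysosome genes higher and 1 lower, and 2 melanocyte genes higher and 10 lower. Without shControl A, the ribosomal protein set was called as higher (0.0090), and translation factors (0.175), glycolysis (0.238), heat shock (0.062) and fibroblast markers (0.244) were not called. The melanocyte, p53 and lysosome calls ended without shControl B (0.178, 0.229 and 0.274), shControl C (0.202, 0.269 and 0.351) or shElp3 A (0.1997, 0.129 and 0.241). Without shElp3 B the ribosomal protein (0.251), melanocyte (0.073) and fibroblast (0.079) calls ended, and without shElp3 C the ribosomal protein (0.402) and fibroblast (0.109) calls did.

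The other 11 lists tested in total RNA were not called. Interferon response genes had a median of 0.26 (camera adjusted p = 0.081, called with the letter block at 0.047, and 0.655 with the block and an estimated correlation), genes of the invasive melanoma state -0.35 (0.061), integrated stress response genes 0.06 (0.152), and endoplasmic reticulum chaperones -0.20 (0.181). Genes tied to ELP3 or U34 enzymes in earlier work had a median of -0.18 (0.160), with Dek at -0.90, Ldha at -0.46, Hif1a at -0.18, Atf4 at -0.06 and Sox9 at 0.54, none of them called by edgeR over all 6 libraries without a block. Dek was called lower with the letter block (-0.89, adjusted p = 0.0060), by DESeq2 (-0.93, 0.013), with letters B and C only (-1.06, 0.00018) and without shControl A (-1.04, 0.028), over a range of adjusted p from 0.00018 to 0.571. Oxidative phosphorylation (-0.22, 0.206), U34 modification beyond Elongator (0.05, 0.375), proteasome subunits (-0.14, 0.375), the Elongator complex (-0.02, 0.524), NRF2 targets (0.07, 0.539) and aminoacyl-tRNA synthetases (-0.05, 0.847) complete the set. With the letter block single members of these lists were called, among them 5 stress response genes higher, 4 interferon genes higher and 2 lower, 3 NRF2 targets higher and 1 lower, and 3 oxidative phosphorylation genes lower. Of the 15 macrophage and leukocyte markers 1 passed the count filter (Lyz2, 2.33 and 3.10 CPM in control and shElp3 RNA), and of the 10 epithelial markers 0 did.

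Footprints were compared between shElp3 and shControl to ask which mRNAs carry more or fewer ribosomes relative to other mRNAs. Of the 39 cell cycle genes 21 fell, 1 rose, and the median log2 fold change was -2.09, and 37 fell when adjusted over the list alone. Cdc20 fell from 60.2 ± 20.5 to 7.72 ± 1.94 CPM (SD, n = 3; log2 fold change -2.99, SE 0.31, edgeR adjusted p = 0.012), as did Aurka (-2.62), Aurkb (-2.47) and the replication licensing factor Cdt1 (-1.998). The gene that rose was the transcription factor E2f1 (0.67, SE 0.13), named after its value was seen. Of the 24 cholesterol genes 14 fell, 20 fell when adjusted over the list alone, and the median was -1.31. Srebf2, which encodes SREBP2 itself, fell from 299 ± 11.7 to 117 ± 3.16 CPM (log2 fold change -1.36, SE 0.12, edgeR adjusted p = 0.010), and the enzyme Fdft1 (-1.67) fell with it. Kif20a (-3.13), Plk1 (-2.97) and Ccna2 (-2.98) were also among the largest decreases. So were the histone genes Hist1h2ab (-3.67), Hist1h2af (-3.45) and Hist1h2bb (-3.21), whose near-identical copies make the counts of each uncertain.

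Among genes with a mean log2 CPM of at least 3, the largest increases in footprints included the complement component C4b (log2 fold change 2.55, SE 0.28, from 4.91 ± 1.74 to 27.9 ± 1.196 CPM), the succinate receptor Sucnr1 (2.34) and Cd74, the invariant chain of MHC class II (2.13, SE 0.43). Next were Nradd (1.89), Ggt1 (1.78), the copper carrier ceruloplasmin Cp (1.76, from 840 ± 136 to 2846 ± 1116 CPM) and the lipopolysaccharide-binding protein Lbp (1.74). Neat1, a long noncoding RNA, had 4.60 ± 1.24 and 18.0 ± 4.98 CPM in these libraries (2.02, SE 0.31), and its counts there are not a measure of translation. In all, 548 of 11343 tested genes were called by edgeR, 201 higher and 347 lower. With letters B and C only the count was 2477. Without shControl A it was 2856, without shControl B 52, without shControl C 59, and without shElp3 A, B or C it was 0.

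Of the fixed lists 10 were called in footprints, 3 higher and 7 lower, and none kept its call with an estimated correlation. Cholesterol (camera adjusted p = 4.5e-16, 0.116 with an estimated correlation) and cell cycle genes (5.0e-18, 0.592) were lower in each letter, with means in A, B and C of -1.26, -1.23 and -1.09 and of -1.37, -2.37 and -1.85. Melanocyte genes fell as a set (median -0.46, camera adjusted p = 0.017), with Pmel (-1.81) and the lineage transcription factor Pax3 (-0.72) called, and shifted by -0.06, -0.63 and -0.44 within A, B and C. Genes of the invasive state fell as a set (-0.29, 0.026), with Cd44 called (-0.63), as did translation factors (-0.14, 0.030), with the cap-binding protein Eif4e called (-0.53). Glycolysis and HIF1 targets (-0.35, 0.0010) and endoplasmic reticulum chaperones (-0.26, 0.033) fell as sets with no member called, and their means within A, B and C were -0.66, -0.01 and -0.25, and -0.74, 0.07 and 0.05. Interferon response genes rose as a set (0.26, 0.016), with Ifi35 called (1.03), as did p53 targets (0.31, 0.0060) with no member called, and lysosome genes (0.18, 0.033) with the proton pump subunit Atp6v0d1 called (0.53). Within A, B and C the p53 targets shifted by 0.05, 0.83 and 0.57, lysosome genes by -0.07, 0.28 and 0.32, interferon genes by 0.49, 0.27 and 0.28, translation factors by -0.03, -0.15 and -0.19, and the invasive state by -0.48, -0.45 and -0.14. The adjusted p of these 8 sets with an estimated correlation was 0.374 to 0.743.

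With letters B and C only, the chaperone (camera adjusted p = 0.714, opposite direction), invasive state (0.189) and glycolysis (0.252) sets were not called in footprints and NRF2 targets were (0.043). The p53 set kept its call there (median 0.54, 3.3e-06), with 13 of 22 members called higher. With the letter block 2 p53 targets were called higher. Without shControl A the chaperone (0.914, opposite direction), invasive (0.195) and glycolysis (0.138) calls ended. The translation factor, melanocyte, p53 and lysosome calls ended without shControl B (0.052, 0.059, 0.059 and 0.294) or shControl C (0.118, 0.071, 0.115 and 0.255). Without shElp3 A the chaperone (0.0999), melanocyte (0.088), invasive (0.060) and lysosome (0.069) calls ended, and without shElp3 C the translation factor (0.078) and lysosome (0.112) calls did.

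The lists not called in footprints still held single called genes. Chac1, a glutathione-degrading target of ATF4, rose by 1.25 (SE 0.21) while the integrated stress response list had a median of 0.02 (camera adjusted p = 0.443). Wars, the tryptophanyl-tRNA synthetase, rose by 0.88 (SE 0.17) while its list had a median of 0.11 (0.502). The chaperone Hsph1 fell by 1.37 in the heat shock list (median -0.20, 0.117), Rpl19 rose by 0.73 in the ribosomal protein list (0.06, 0.267), and Ndufa6 rose by 0.61 in the oxidative phosphorylation list, whose median of -0.01 had the opposite sign to the test (0.723). In the NRF2 list (0.12, 0.235) Pgd rose by 0.72 and Txn1 fell by 0.65, and in the fibroblast list (0.40, 0.180) Col1a1 rose by 1.48 from 6.01 ± 0.69 to 16.4 ± 2.83 CPM. Proteasome subunits (-0.01, with a mean of 0.04; 0.616), the Elongator complex (-0.16, 0.235), U34 modification (0.22, 0.443) and the genes tied to ELP3 or U34 enzymes (-0.13, 0.456) were not called. Of that last list Dek had -0.68, Hif1a -0.19, Ldha -0.13, Sox9 -0.09 and Atf4 0.21. Dek was called lower in footprints with letters B and C only (-0.82, adjusted p = 0.0019) and without shControl A (-0.94, 0.0015), over a range of adjusted p from 0.0015 to 0.417. Lyz2 had 2.67 and 3.21 CPM.

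The changes in footprints were set against those in total RNA across the 11238 genes tested in both. The log2 fold changes had a Pearson correlation of 0.853 and a Spearman correlation of 0.785 across genes, which are not independent replicates, and 8967 genes had the same sign. Of the genes tested in both, 88 were called lower in both fractions where 3.46 would be shared by independent lists of 112 and 347, and 16 were called higher in both where 0.41 would be shared by lists of 24 and 194. No gene was called in opposite directions. RNA and footprints came from the same cultures, so differences between cultures are part of this correlation.

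**Figure D2:**
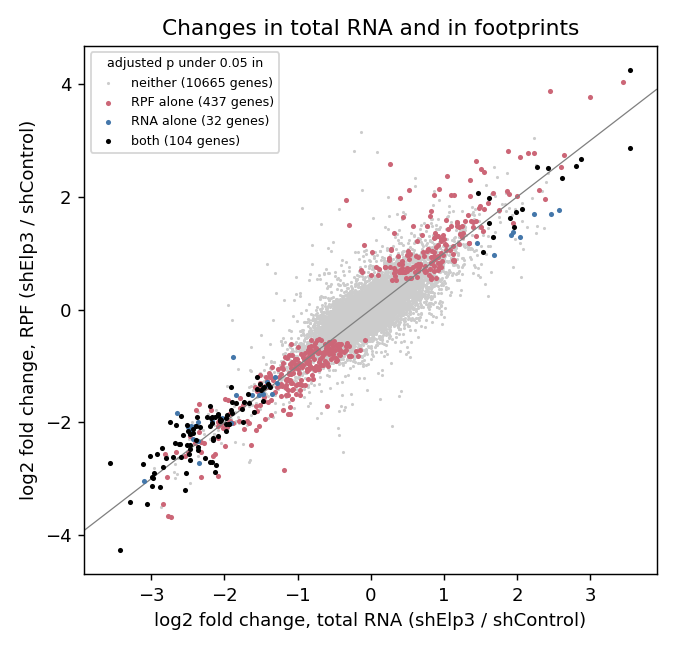
Log2 fold change of shElp3 over shControl in total RNA (horizontal axis) and in RPF (vertical axis) for the 11238 genes tested in both, each point a gene, coloured by whether the edgeR adjusted p was under 0.05 in both, 1 or neither fraction; the line marks equal change. Called genes follow the line in both directions, with a correlation of 0.853 over all genes.

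Translational efficiency (TE) is the ratio of footprints to total RNA. The comparison asks whether any mRNA gained or lost ribosomes beyond its change in abundance, relative to other mRNAs. The cell cycle and cholesterol lists were not called in TE by this test. The cell cycle list had a median TE change of 0.01 (camera adjusted p = 0.269) and the cholesterol list -0.17 (0.108). Elp3 itself had 0.09 (SE 0.25). Of the genes tied to ELP3 or U34 enzymes, Hif1a had a TE change of -0.06 (SE 0.24), Dek 0.17 (SE 0.36), Atf4 0.22 (SE 0.37), Ldha 0.29 (SE 0.32) and Sox9 -0.68 (SE 0.85), each within 1 SE of 0 without a block. With the culture and letter block they had -0.05 (SE 0.16), 0.21 (SE 0.16), 0.20 (SE 0.15), 0.28 (SE 0.20) and -0.54 (SE 0.36), and none was called (adjusted p of 0.678 to 0.9503). For Hif1a this gives no evidence of a change in ribosome load per transcript relative to other mRNAs. The SE sets how small a change would be seen. Libraries were scaled by TMM, so a change in ribosome load shared by most mRNAs would not be seen. By edgeR without a block 0 of 11238 genes were called, and DESeq2, limma voom with quality weights and separate fits of the fractions also called 0. In that edgeR test 62 genes (0.55%) had an unadjusted p under 0.05, a smaller share than the threshold itself allows. The unblocked test was thus conservative, and its lack of calls does not show that no gene changed. The median SE of a TE change was 0.41 without a block, and in simulated counts 2% of genes changed 2-fold and 46% of genes changed 4-fold were recovered.

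With each culture as a block and the letter as a term within each fraction, 8 genes differed in TE, and they are named after their values were seen. The letter alone or the culture alone as a block gave 0, and the joint block was chosen after these results were seen. The increases were in the noncoding RNA Bc1 (2.26, SE 0.16), Lrrc17 (2.12), Zfp575 (1.58), Ap3s1 (1.16) and the pseudogene Rps15a-ps4 (1.04), and the decreases in Rbmx (-1.69, SE 0.24), the condensin subunit Ncapd3 (-1.07) and Hist1h4d (-1.06). Counts of Bc1 in footprints are not a measure of translation, and Rps15a-ps4, Rbmx and Hist1h4d have close copies that could share reads. With letters B and C only, 2 genes were called, Bc1 (2.44) and BC018473 (1.77).

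As sets, 3 lists were called in TE, all higher in shElp3. The ribosomal protein mRNAs had a median TE change of 0.33, with 69 of 75 values above 0 and no member called (camera adjusted p = 1.9e-06, 0.887 with an estimated correlation). Translation factors had 0.17 (0.0072, 0.887 with an estimated correlation) and cytosolic heat shock genes 0.18 (0.014, 0.887 with an estimated correlation). The ribosomal protein shift was 0.72 within letter A, 0.04 within B and -0.14 within C, that of translation factors 0.45, -0.07 and 0.05, and that of heat shock genes 0.37, -0.02 and 0.18. With letters B and C only the 3 sets were not called (0.789 with the opposite direction, 0.789 and 0.198). Without the shControl A culture ribosomal proteins were called as lower (2.4e-05), and translation factors (0.520, opposite direction) and heat shock genes (0.268) were not called. The ribosomal protein call also ended without shElp3 B (0.073), and those of translation factors and heat shock genes without shElp3 C (0.228 each).

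With the culture and letter block the oxidative phosphorylation (median 0.18, camera adjusted p 0.069 without the block and 0.0099 with it), proteasome (0.16, 0.0635 and 0.016) and melanocyte (-0.27, 0.0635 and 0.022) lists were called in TE as well, and none of the 6 kept its call with an estimated correlation (adjusted p = 0.684 each). The oxidative phosphorylation shift was 0.28 within letter A, -0.02 within B and -0.01 within C, that of proteasome subunits 0.37, -0.05 and 0.01, and that of melanocyte genes -0.09, -0.25 and -0.18, and with letters B and C only the 3 were not called (0.789, 0.834 and 0.0875). With the letter alone or the culture alone as a block the same 3 lists were called as without a block. The remaining lists were not called. Their medians were -0.16 for the integrated stress response (0.262), -0.09 for chaperones (0.269), 0.01 for aminoacyl-tRNA synthetases, whose mean was on the other side of 0 (0.642), -0.16 for the Elongator complex (0.301), and -0.09 for U34 modification, whose mean of 0.18 had the opposite sign (0.558). Genes tied to ELP3 or U34 enzymes had 0.17, with a mean of -0.01 (0.453). The invasive state had -0.12 (0.269), glycolysis -0.06 (0.873), p53 targets 0.09 (0.719), interferon genes 0.01 with a mean of -0.02 (0.558), NRF2 targets 0.07 (0.642), lysosome genes -0.06 (0.269) and fibroblast markers -0.23 (0.262).

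**Figure D3:**
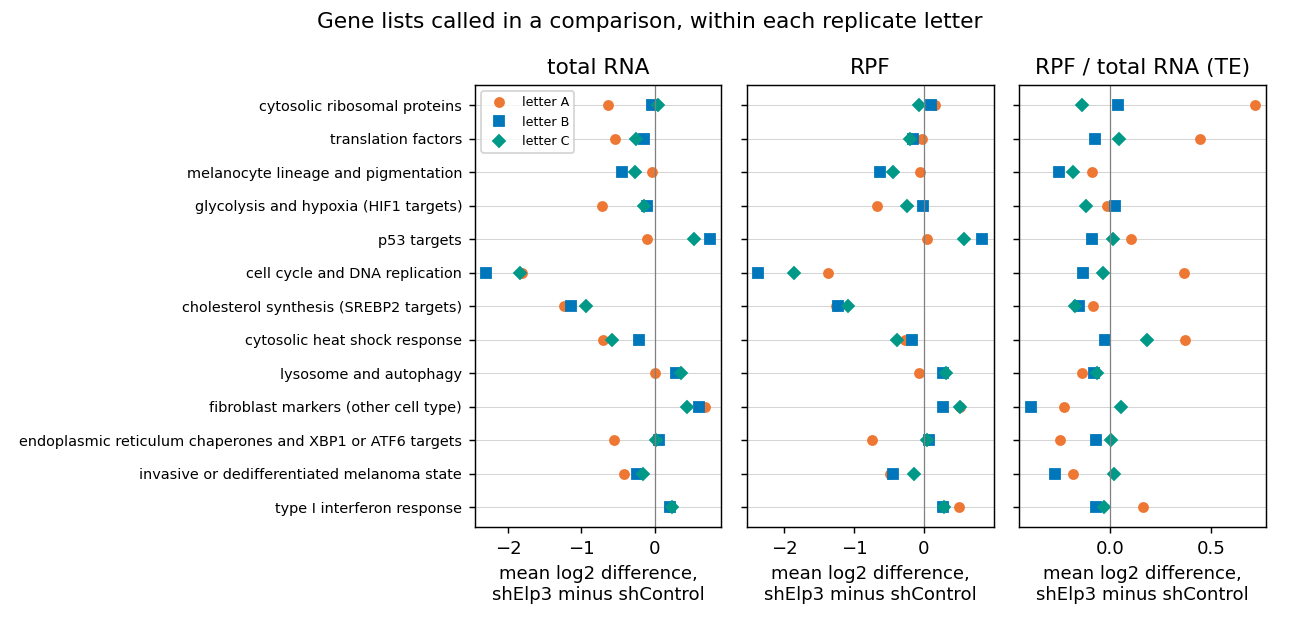
Mean log2 difference, shElp3 minus shControl, of each gene list called in at least 1 comparison (rows) within replicate letters A, B and C (orange circles, blue squares, green diamonds), for total RNA, RPF and their ratio (TE). Cell cycle and cholesterol genes lie left of 0 in RNA and RPF in all 3 letters, while ribosomal protein TE is 0.72 in letter A and 0.04 and -0.14 in B and C.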

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

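The tests that leave out the letter A cultures or the 20 most abundant genes, compare single letters, or use the same-letter correlations were chosen after the results were seen. The matched random lists and the thinned libraries were set beforehand. The 3 results below stood out because the shElp3 effect on a gene list differed between footprints and total RNA, by the interaction of fraction and shRNA: cytosolic ribosomal proteins (camera adjusted p = 1.9e-06), translation factors (0.0072) and the cytosolic heat shock response (0.014). None of the 3 lists kept its call with an estimated correlation (camera adjusted p = 0.887 each).

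For ribosomal protein mRNAs the higher TE came from total RNA, where the mean level of the list relative to all cultures was 0.99 in shControl A and 0.36 in shElp3 A on the log2 scale, against -0.39 to -0.29 in the other 4 cultures, while in footprints the 6 cultures lay between -0.10 and 0.06. Mean expression level as the cause is argued against, since the list median lay at percentile 100 of 10000 lists matched on mean expression. An effect of the Elp3 shRNA of one size in every letter is argued against as well, since the mean difference over letters B and C was -0.0470 (log2) against 0.31 in the whole set. Whether the letter A cultures of both shRNAs produced the shift, or the control culture of letter A alone, stays open. The median TE change of the list was -0.0228 without both, which restates the values by letter that prompted the test. Without the control culture it was -0.33, but shElp3 A was then left without its partner and deviated the same way, with a mean TE of -0.31 against 0.32 and 0.30 in shElp3 B and C. What set the letter A total RNA apart stays open, and a biological difference of that culture was not tested.

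The second pattern is that letter A libraries stood apart in both RNA groups and in control RPF, but not in shElp3 RPF. Sequencing depth is argued against: after all RNA libraries were thinned to 7914369 counts, the Spearman correlation of control A with B was still 0.110 lower than that of B with C. The 20 most abundant genes as the cause in RNA are argued against, since the Spearman correlation uses ranks and 20 genes can move it little. It was 0.895 for control A with B over 12157 genes, against 0.993 for B with C. In shElp3 RNA it was 0.941 for A with B over 12364 genes, against 0.987 for B with C. Leaving those genes out moved almost no call (140 without them and 140 with them). That count does not measure whether letter A stands apart. In RNA the deviations of the letter A libraries correlated at 0.807 between the 2 shRNAs. The letter A RNA libraries thus deviated alike. The values for letter A with B or C, -0.755 to -0.555, add little to this, since deviations from a group mean cancel out within the group. The value of 0.807 had been seen before that test was set, so it restates the pattern and leaves its cause open. Whether libraries of one letter share a difference in general stays open, since the lowest same-letter correlation, 0.423, was below that of control B with shElp3 C, 0.688. The labels give no batch or date, and whether the letter marks a day, a transduction or a library preparation stays open.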

How the results depend on the processing

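The fits with letters B and C only, with protein-coding genes only, and with culture and letter blocks together were chosen after seeing the data. With DESeq2 size factors, other count filters, without the 20 most abundant genes or with protein-coding genes only, the gene counts of the 3 comparisons stayed within 1.5 times. The stricter filter ended 6 list calls, as adjusted p ribosomal proteins (0.0729), melanocyte genes (0.0559) and fibroblast markers (0.0729) in RNA, and chaperones (0.0704), translation factors (0.0772) and the invasive state (0.0881) in RPF. In RNA the 140 calls became 599 with DESeq2, 1499 with the replicate block and 2377 with B and C only, and 0 to 540 when 1 library was left out. Elp3 passed with DESeq2 (log2 fold change -1.11), the replicate block (-1.07) and B and C only (-1.01), and ran from -1.16 to -0.93 when 1 library was left out, with an adjusted p of 0.00017 to 0.385 over the alternatives. In RPF the 548 calls became 1222 with DESeq2, 2477 with B and C only and 0 to 2856 when 1 library was left out, with Elp3 from -1.005 to -0.845 and its adjusted p from 7.7e-06 to 0.136 over the alternatives. With the replicate letter as a block RPF had 666 calls, 467 of them among the 548. The calls of Atp6v0d1 (adjusted p = 0.0812), Cd44 (0.0527), Eif4e (0.0775), Ndufa6 (0.0629) and the translation factor list (0.0602) ended there, and the same-letter correlations were 0.328, -0.107 and 0.215. In TE the 0 calls became 8 with the culture and letter block and 2 with B and C only, Elp3 ran from -0.0667 to 0.30 when 1 culture was left out, and the letter or the culture alone as a block gave 0.

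Of the 10 lists called in RNA, 10 in RPF and 3 in TE, an estimated correlation left 0, 0 and 0. That setting estimates the correlation from the few libraries of a comparison. It ended even the RNA cell cycle call, where all 39 values lay below 0. Loss of a call there thus does not show that a list did not change. Fry, which asks whether a list changed at all and not whether it changed more than other genes, called 2, 1 and 0 of the lists (cell cycle and cholesterol in RNA, adjusted p = 0.0096 for each, and cholesterol in RPF, 0.0017). Leaving out 1 library gave 6 to 10 lists in RPF and 1 to 6 in TE. The TE lists were 5 with the stricter filter, 6 with the culture and letter block and 0 with B and C only. With B and C only the direction turned, among the genes tied to ELP3 or U34 enzymes, for Atf4 in RNA (0.0493), Sox9 in RPF (0.25), Hif1a in TE (0.14) and, as adjusted p, of the called lists ribosomal proteins in RNA (0.833) and TE (0.789) and chaperones in RPF (0.714). Of the lists not called it turned for chaperones and oxidative phosphorylation in RNA, U34 modification, aminoacyl-tRNA synthetases and proteasome subunits in RPF, and chaperones, synthetases and the cell cycle in TE. Hif1a TE was 0.0808 with voom weights. When 1 library was left out the ranges that crossed 0 were, in RNA, -0.22 to 0.19 for Atf4 and -0.0378 to 1.07 for Sox9, in RPF -0.25 to 0.21 for Sox9, and in TE -0.12 to 0.13 for Hif1a, -0.0276 to 0.46 for Ldha and -1.38 to 0.11 for Sox9. The adjusted p ranged from 6.8e-06 to 0.402 for ribosomal proteins in RNA, 1.9e-15 to 0.0735 in TE, 6.4e-05 to 0.520 for translation factors in TE and 0.00086 to 0.914 for chaperones in RPF. The cause was not tested, except that fewer libraries enter those fits. The test of codon content against TE and its alternatives were not run. Among the edgeR fits, genes under the filter of 10 counts were tested only in the fit with no filter.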

Other observations

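The lists in this part, the genes named from them, the tests of replication-dependent histones and of complement and acute phase genes, and all tests without the members seen first were chosen after values were seen. The lists of fatty acid synthesis genes and of LXR targets without Abca1 were drawn up before their values were seen, Fasn excepted.

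Replication-dependent histone genes were lower in both fractions. All 35 tested genes lay below 0 in RNA (median -1.31, 7 called) and in RPF (median -1.87, 16 called), with Hist1h2be at -2.75 (SE 0.28) and Hist1h3f at -1.87 (SE 0.25) in footprints. The list fell in RPF (camera adjusted p = 5.8e-15 over the 4 added lists, 0.196 with an estimated correlation), and in TE 34 of 35 lay below 0 (median -0.64, adjusted p = 7.3e-04, 0.416 with an estimated correlation). As 8 members had been seen by value or by name before the list was drawn up, that RPF test restates them in part. The TE test held the same 8 members and was not run without them, so it is not independent of those values. Without them 27 of 27 lay below 0 in RPF (median -1.77, 8 called, adjusted p = 4.2e-10, 0.255 with an estimated correlation). These genes have near-identical copies, so single values are uncertain, and whether their RNA was captured alike in both kinds of library was not tested. The list of complement and acute phase genes was drawn up after C4b, Cp and Lbp were seen to rise, so its value in RPF restates them in part (median 1.57, 7 of 11 called, camera adjusted p = 7.8e-06, 0.196 with an estimated correlation). Without these 3 genes 7 of 8 lay above 0 (median 0.73, 4 called, adjusted p = 0.0055, 0.255 with an estimated correlation). C3, the central complement component, had 1.57 (SE 0.28), the siderophore-binding Lcn2 2.30 (SE 0.45) and serum amyloid Saa3 1.96 (SE 0.41) in footprints, and in RNA 11 of 12 members lay above 0.

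The lower cell cycle and cholesterol genes were weighed against technical explanations, of which the tests on letters B and C and all tests of the cholesterol list were chosen after the result was seen. The letter A libraries as the sole cause are argued against by the RNA medians in letters B and C only, -2.19 for the cell cycle list and -1.12 for the cholesterol list. Library depth is argued against by medians of -2.06 and -1.06 in RNA libraries thinned to one total, where 134 genes were called. Mean expression level is argued against by percentile 0 for the cell cycle list and percentile 0 for the cholesterol list among 10000 lists matched on it. An effect of the Elp3 shRNA may therefore underlie the pattern, as a hypothesis. The series has 1 shRNA against Elp3, so an effect of that shRNA on other targets was not tested. Neither was a slower growth rate or a different density of the cultures. The level of the cell cycle list also varied between control cultures. Relative to all cultures its footprint mean was -0.10, 1.60 and 1.30 in shControl A, B and C. It was -1.47, -0.77 and -0.56 in shElp3 A, B and C. In RNA the values were 0.48, 1.41 and 1.09 against -1.33, -0.89 and -0.76. Control cultures thus differed in this list without the Elp3 shRNA, so a difference in growth stays open.

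If sterol excess lay behind the lower SREBP2 targets, LXR targets could be expected to rise. The LXR list without Abca1 had a median of 0.20 in RPF (camera adjusted p = 0.339, 0.377 with an estimated correlation). In RNA its median was 0.15 (camera adjusted p = 0.063, 0.185 with an estimated correlation, 0.057 with letters B and C only). These tests left the question open. Fatty acid synthesis genes, which SREBP1 controls, were lower in RPF as a set (median -0.36, 13 of 17 below 0, camera adjusted p = 0.0069, 0.196 with an estimated correlation, 0.092 with letters B and C only). Without Fasn, seen first, the RPF median was -0.30 (adjusted p = 0.025, 0.255 with an estimated correlation, 0.189 with letters B and C only). In RNA the list with Fasn was lower too, with a median of -0.42 and 12 of 17 below 0. Its camera adjusted p was 0.048, 0.185 with an estimated correlation and 0.0497 with letters B and C only. The RNA test was not run without Fasn. In RPF Fasn had -1.02 (SE 0.14), Scd1 -0.90 (SE 0.15) and Acsl3 -0.78 (SE 0.18). This is consistent with the decrease reaching beyond cholesterol synthesis, at a smaller size.

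Other splits of the 6 cultures into 3 and 3 were run for each comparison. Of 10 splits, counting the real one, 1 gave 140 or more RNA calls (highest other 0), 1 gave 548 or more RPF calls (highest other 0) and 10 gave 0 or more TE calls (highest other 0). With 10 splits no share under 0.05 can be reached. Among the 4 splits that keep 1 culture of each letter in each group, the RNA calls with the letter block were 1499 in the real split and at most 0 in the others. The correlation of RNA with RPF changes was 0.853 in the real split and 0.287 to 0.737 in the other 9, each of which still holds 2 cultures of one shRNA and 1 of the other in each group.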
